A study of Mus musculus with 22 samples. Its data were reported in "Targeting enhancer switching overcomes non-genetic drug resistance in acute myeloid leukaemia" (2019).

How the data were processed

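The samples were mouse acute myeloid leukaemia cells driven by the MLL-AF9 fusion, either drug naive (sensitive) or stably resistant to the BET bromodomain inhibitor I-BET151 (IBET), with or without GSK-LSD1 (LSD1i), an inhibitor of the histone demethylase Lsd1 (Kdm1a). Of 22 samples, 20 had a peak list that was used: 18 for the histone marks H3K27ac and H3K4me2 and 2 for the transcription factor Irf8. The 2 input samples were not used here. Groups were taken from the sample titles, and each of the 22 groups held 1 library. The labels gave IBET at 1000 nM for the untransduced resistant baseline and LSD1i at 500 nM, whereas the baseline of cells carrying a short hairpin RNA (shRNA) was labelled DMSO. Whether IBET was kept in the medium during LSD1i treatment is not given in the labels. The study's methods state that resistant cells were grown in constant IBET at 1000 nM. For its expression data the study describes LSD1i treatment and then DMSO or IBET. Neither statement settles the point for the samples used here.

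Per the methods of the study and the submitters' processing notes, the authors demultiplexed reads with bcl2fastq 2, aligned them to GRCm38 with BWA-mem, removed duplicates and reads in blacklisted regions or on the mitochondrial genome, and called peaks with MACS2 at default parameters. The versions of BWA and MACS2 are not given in the sources used here. Peaks were called per library, with no pooling stated. Each deposited list gives a fold enrichment ratio of the summit over the local background, a −log10 p and a −log10 q from the authors' caller, and a score that the caller derives from q. These 4 values belong to the authors. They were used here to describe, rank or filter peaks within a list, to match sites on strength and to recover read depth. The smallest deposited −log10 q lay between 1.30 and 1.48 in all 20 lists, the position of the caller's default q of 0.05.

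Peak ends on all 21 chromosomes lay inside the GRCm38 chromosome lengths, so GRCm38 sequence and the GENCODE annotation of its 21911 protein-coding genes were used. Coordinates are 1-based. A site was called promoter when its summit lay within 1 kb of an annotated transcription start site (TSS), and otherwise exon, intron or intergenic. A gained site was a peak with LSD1i that no peak of the list without LSD1i overlapped by at least 1 bp, and a lost site was the reverse. A site gained or lost in the untransduced pair was called repeated when it overlapped a site that moved the same way in the pair with a scrambled shRNA, which came from a separate experiment, and opposite when it overlapped a site that moved the other way. Library pairs that did not differ in LSD1i were compared in the same manner to show how many peaks fail to overlap without that contrast. Sites gained in the untransduced pair were looked up in the shRNA libraries, with Wilson 95% intervals. These intervals cover counting error only, since neighbouring sites are not independent. For Irf8, fixed strings were searched on both strands within 100 bp of each summit and in windows 2 kb up and downstream: GGAANNGAAA for the composite Ets-Irf element (EICE), GAAANNGAAA for the interferon-stimulated response element (ISRE) and GAGGAAGT for Pu.1. The reversed string TGAAGGAG served as a control of base composition.

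Gene lists were fixed beforehand: granulocyte and monocyte maturation, myeloid transcription factors, stem cell and MLL leukaemia genes, Wnt and beta-catenin, 3 survival genes named by the study, antigen presentation, interferon response, markers of B cells, T cells, erythroid cells with megakaryocytes, and mast cells with basophils and eosinophils, genes not used in blood, and housekeeping genes. A further list held the genes that the study listed as repressed by IBET in drug naive cells, of which 847 of 899 identifiers matched the annotation. For each list the share of genes with a gained or lost H3K27ac site within 50 kb of the TSS was placed as a percentile among 10000 random lists of protein-coding genes, matched on the number of H3K27ac peaks in that window in resistant cells under IBET (matching bins of at least 200 genes). No p-value was computed across genes or sites, because each group had 1 library.

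Named genes followed a fixed rule. They were Myc, Bcl2, Cdk6, Irf8, Spi1, Kdm1a and Mpo; the 10 protein-coding genes with the most repeated gained H3K27ac sites within 50 kb of the TSS and the 10 with the most repeated lost sites, ties going to the higher summed fold enrichment; up to 4 members per list with the most repeated sites; the 10 genes with the most H3K27ac sites called only in sensitive or only in resistant cells, with at least 1 such H3K4me2 site; and the nearest gene of the 10 Irf8 peaks with the highest q score among those called only with LSD1i. Read literally, the rule for sensitive against resistant cells gave 10 genes with resistant-only sites, and the 10 genes with the most sensitive-only sites were added after values had been seen. Any other gene is marked as chosen after its values were seen.

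Read depth was recovered from the caller's own numbers, since reads were not used here. Fold enrichment and Poisson p of up to 3000 peaks per list with −log10 p of at most 30 were solved for the background per position, and the shortest peak was taken as the fragment length. The solution accounted for between 99.7 and 100% of those peaks in each list. It gives reads per kb of the genome size handed to the caller: 4.38 to 5.32 for the 6 untransduced histone libraries, 8.67 to 15.0 for the 12 shRNA libraries and 3.86 to 4.59 for the 2 Irf8 libraries. All 12 shRNA libraries had been scaled down to a common 8.48 reads per kb by the caller, whereas the untransduced libraries had not been scaled. A deeper library calls weaker peaks, so counts from the 2 experiments are not compared directly.

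The number of peaks was compared over the 4 LSD1i pairs of each histone mark with an exact two-sided sign-flip permutation test, whose smallest possible p with 4 pairs is 0.13. The site definitions were tested on simulated data with 20000 sites. All 700 planted gained and all 500 planted lost sites were recovered, which checks only that the definitions were computed as stated. It does not show how often real peaks near the caller's threshold fail to overlap. Alternatives were an overlap of 50% of the shorter peak, any peak within 1 kb, peaks with −log10 q of at least 5 in both lists or in the list holding the site, equal list lengths, merging within 1 kb, each hairpin alone, windows of 10 and 100 kb around the TSS, motif windows of 50 and 200 bp, gained sites not called in sensitive cells, covered length in place of peak number, and gene lists with repeated sites alone or without matching. These and the comparisons above were chosen before the data were examined. The split of gained sites by Irf8 peaks, the shortened Irf8 list and the repeat filter were added later. The Pu.1 result is given for each hairpin, and the mean of both was taken as its summary after values had been seen. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, and plots used matplotlib 3.10.9.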

Results

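Active and primed enhancers were mapped by ChIP-seq of H3K27ac, a mark of active enhancers and promoters, and of H3K4me2, a mark of primed and active regulatory regions, in 9 libraries each. Drug naive cells and IBET-resistant cells with and without LSD1i made up 3 libraries per mark. Resistant cells carrying a scrambled shRNA or either of 2 shRNAs against Pu.1 (Spi1), a pioneer transcription factor of the myeloid lineage, each with DMSO or LSD1i, made up the other 6. Irf8, an interferon regulatory factor that partners with Pu.1, was profiled in resistant cells with and without LSD1i. The lists held 38538 to 48455 H3K27ac peaks and 64049 to 76226 H3K4me2 peaks. Each group had 1 library, so none of the differences below has a replicate check, and no p-value is given across genes or sites.

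The question of the main comparison was where regulatory regions appear or disappear when resistant cells receive LSD1i. By label the untransduced pair also differed in IBET, whereas the scrambled pair did not. H3K27ac appeared at several loci that carried few peaks before. Most genes named in this comparison were picked for sites that moved the same way in the untransduced and the scrambled pair, so that likeness of the pairs is built in. Within 50 kb of the TSS of Pparg, a nuclear receptor of lipid metabolism, peaks went from 0 to 12 in untransduced cells and from 0 to 11 in scrambled cells. Ppp1r1c, an inhibitor of a protein phosphatase, went from 7 to 36 and from 9 to 46, with 20 repeated gained sites, the highest number of any gene. Tiam1, an activator of the GTPase Rac, went from 6 to 26 and from 7 to 22, and Emilin2, an extracellular matrix glycoprotein, from 6 to 20 and from 11 to 22. The chemokine gene Ccl6 went from 10 to 28 and from 13 to 25, and its neighbour Ccl9 from 10 to 26 and from 11 to 20.

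Among transcriptional regulators, Gfi1, a transcriptional repressor that recruits Lsd1 and is needed for granulocytic differentiation, held 11 repeated gained sites and went from 19 to 35 H3K27ac peaks. Its homologue Gfi1b held 7 and went from 6 to 14. Tifab, which encodes an adaptor of innate immune signalling, held 13 repeated gained sites, and the adjacent H2afy, which encodes the histone variant macroH2A, held 10. The strongest repeated gained site near Tiam1 lay in an intron on chromosome 16 from 90111188 to 90114802, with a fold enrichment of 33.9 in the authors' list. The strongest near Tifab was intergenic, on chromosome 13 from 56180196 to 56185868, with a fold of 29.3. Near Gfi1 it lay in an intron of that gene on chromosome 5 from 107717533 to 107718267, with a fold of 7.94.

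Loss of H3K27ac was most extensive at Olfm3, which encodes a secreted olfactomedin protein. Its window held 28 peaks in resistant cells under IBET and 0 with LSD1i, and 12 and 0 in the scrambled pair, while sensitive cells had 1. The strongest of its 10 repeated lost sites was intronic, on chromosome 3 from 114933568 to 114934760, with a fold of 19.8. Peaks near Pcdh7, a protocadherin, went from 29 to 16 and from 27 to 16, and those near Ccr3, a chemokine receptor gene, from 36 to 20 and from 29 to 18. Fli1, an Ets family transcription factor, went from 28 to 17 and from 26 to 21 with 7 repeated lost sites and no gained site. Ccr2, Rhoj and Adipor2 held 6, 7 and 6 repeated lost sites. Taf9, Ak6 and Rad17, which lie together on chromosome 13, held the same 6. Because windows of neighbours overlap, sites near Ccl6 and Ccl9, Tifab and H2afy, and Ccr2 and Ccr3 can also be counted more than once.

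Genes followed for their role in the resistant state behaved differently from each other. In untransduced cells Myc had 2 H3K27ac peaks in its window without LSD1i and 3 with it, and neither a gained nor a lost site. The window of Bcl2, an inhibitor of apoptosis, held 8 and 6 peaks. That of Cdk6, a cell cycle kinase, held 19 and 10, with 11 lost sites of which 3 were repeated. Irf8 itself went from 14 to 23 peaks with 13 gained sites, of which 2 were repeated. Spi1 went from 14 to 13, Kdm1a from 3 to 2, and Mpo, which encodes the neutrophil enzyme myeloperoxidase, from 3 to 11 with 3 repeated gained sites. The scrambled pair went the other way for Myc (4 to 2), Bcl2 (6 to 9) and Spi1 (13 to 15). It went the same way for Cdk6 (17 to 13), Irf8 (14 to 20), Kdm1a (3 to 2) and Mpo (4 to 9).

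In all, 13903 of the 48455 H3K27ac peaks with LSD1i (28.7%) had no counterpart without it, and 12810 of 46197 (27.7%) were lost. The scrambled pair gained 11263 and lost 7948. Of the gained sites 4471 (32.2%, 95% interval 31.4 to 32.9) were repeated and 449 were opposite, and of the lost sites 2409 (18.8%, 18.1 to 19.5) were repeated and 634 were opposite. Gained and lost sites were weaker and more distal than shared sites: 8.96% and 6.43% lay at promoters against 35.8%, with median folds of 4.74 and 4.64 against 8.69. Lists that did not differ in LSD1i also diverged, since 29.1% of the resistant peaks under IBET were not called in scrambled DMSO cells and 15.4% of the latter were not called in the former, a comparison that also differs in IBET, and 16.8% of the LSD1i peaks of hairpin 1 were not called with hairpin 2 and 17.7% the other way. With LSD1i in both, 25.0% of the untransduced peaks were not called in scrambled cells and 16.8% the other way. A gained or lost site is therefore best read where it was repeated.

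Gained H3K27ac was accompanied by H3K4me2 at part of the sites. Of the gained H3K27ac sites, 40.4% (39.6 to 41.3) overlapped an H3K4me2 peak before LSD1i and 59.9% (59.1 to 60.7) after it, and in the scrambled pair the same sites were covered in 37.0% and 60.2%. The lost H3K27ac sites were covered in 62.3% before and 36.1% after LSD1i in untransduced cells, but in 47.3% and 44.8% in scrambled cells.

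For H3K4me2, the windows of Pparg (0 to 10 peaks, and 1 to 13 in scrambled cells) and Gfi1b (7 to 17, and 7 to 12) went the same way as for H3K27ac. Pparg held 8 repeated gained H3K4me2 sites, Tifab and H2afy 7 each, Gfi1b 6, and Mx1, an interferon-induced antiviral gene, 4. Olfm3 went from 8 to 0 peaks and from 5 to 2, and the MHC class II gene H2-Aa from 16 to 7 and from 13 to 9. Epha7, an ephrin receptor gene, went from 31 to 12 in untransduced cells but stayed at 32 in scrambled cells. The untransduced pair gained 17101 H3K4me2 sites and lost 23083, whereas the scrambled pair gained 19772 and lost 8809. Gained sites were repeated in 5502 cases (32.2%, 31.5 to 32.9) against 514 opposite, while lost sites were repeated in 2465 (10.7%, 10.3 to 11.1) against 1903 opposite. In that untransduced pair the LSD1i library had 0.823 times the depth of its partner, so its losses are the less certain part.

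Gene lists were then compared with random lists of equal baseline acetylation, for gained and lost sites. Granulocyte and monocyte maturation genes stood highest: 29 of 33 had a gained H3K27ac site (87.9%), against a median of 57.6% in the random lists (percentile 100), and 15 had a repeated one (45.5% against 24.2%, percentile 99.7). Mmp8, the neutrophil collagenase gene, went from 6 to 16 peaks with 7 repeated gained sites, of which the strongest lay at its promoter on chromosome 9 from 7557236 to 7558386. Tlr2, a receptor of bacterial lipopeptides, went from 2 to 8 with 5, whereas Ccr2 of the same list went the other way. Interferon response genes had a gained site in 16 of 21 (76.2% against 47.6%, percentile 99.5), including Mx1 at its promoter and Tlr9, a receptor of DNA, but Usp18 and Gbp2 held 2 and 1 repeated lost sites and no gained site. With repeated sites the interferon list stood at percentile 71.6 with 5 genes.

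Stem cell and MLL leukaemia genes had a gained site in 20 of 26 (76.9% against 57.7%, percentile 99.2), yet only 4 had a repeated one (15.4% against 23.1%, percentile 17.6, inside the range of random lists), so the excess was not seen with repeated sites. Its members Myb, a transcription factor of progenitors, and Flt3, a receptor tyrosine kinase, held 5 and 2 repeated lost sites and went from 33 to 28 and from 17 to 11 H3K27ac peaks, although scrambled cells had 23 and 26 near Myb and 18 and 17 near Flt3. Meis1 held 1 repeated lost site and Mef2c 1 repeated gained site. Wnt and beta-catenin genes had a gained site in 17 of 28 (60.7% against 42.9%, percentile 98.2), and with repeated sites in 6 (percentile 74.7). Axin2 and Fzd4 of that list held 1 and 2 repeated gained sites, Dkk1 2 repeated lost sites, and Lrp5 1 of each. With 28 such comparisons a percentile near 98 can arise by chance, and only the maturation list kept a percentile above 99 with repeated sites.

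Other lists lay inside the range of random lists for gained sites: myeloid transcription factors at percentile 62.4, antigen presentation at 51.9 (98.8 within 10 kb of the TSS, 42.1% against 21.1%), markers of B cells at 58.2, of T cells at 10.8, of erythroid cells and megakaryocytes at 88.0 (99.1 for sites with −log10 q of at least 5, 71.4% against 35.7%) and of mast cells, basophils and eosinophils at 56.6, genes not used in blood at 70.9, housekeeping genes at 27.6 and the 3 survival genes at 18.5. For lost sites all 14 lists lay between percentiles 33.2 and 87.8. Within 10 kb of the TSS, however, the markers of mast cells, basophils and eosinophils had a lost site in 41.7% against 16.7% (percentile 99.5) and those of erythroid cells and megakaryocytes in 35.7% against 14.3% (percentile 99.3). Antigen presentation genes stood higher with repeated sites in either direction: lost ones were held by 9 of 19 (47.4% against 26.3%, percentile 98.9) and gained ones by 8 (42.1% against 26.3%, percentile 93.4), with 5 genes holding both. Their windows overlap at the MHC locus, where H2-Aa and H2-Ab1 shared their strongest repeated lost site, so these genes are not separate counts. At the MHC class II locus H2-Aa went from 9 to 3 H3K27ac peaks, H2-Eb1 from 14 to 5 and H2-Ab1 from 9 to 4, and near Tap2, a peptide transporter gene, from 18 to 10. In scrambled cells H2-Aa went from 6 to 2, H2-Eb1 from 10 to 5 and Tap2 from 16 to 12. H2-Ab1 hardly changed there, from 7 to 6. Hdc, the histamine-forming enzyme of mast cells and basophils, went from 15 to 9 in untransduced and from 13 to 9 in scrambled cells. Genes that the study listed as repressed by IBET in drug naive cells had a gained site in 469 of 847 (55.4%, 52.0 to 58.7), against 57.0% in matched lists (percentile 14.5). Without matching the random lists had 41.3%, and within 10 kb of the TSS the list had 23.7% against 20.7% (percentile 98.9). For sites with −log10 q of at least 5 it had 35.3% against 40.0% (percentile 0.175) for gained and 41.7% against 37.4% (percentile 99.8) for lost sites, so its position depended on the definition.

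The next comparison asked how resistant cells under IBET differ from drug naive cells. By label the sensitive libraries had DMSO and the resistant ones IBET. Sites called only in sensitive or only in resistant cells can therefore reflect the resistant state or exposure to IBET. In resistant cells under IBET, dense groups of H3K27ac peaks covered genes that had far fewer in sensitive cells. Snx13, a sorting nexin gene, held 29 resistant-only sites (11 peaks in sensitive and 35 in resistant cells), Olfm3 27, and Crtc3, a coactivator of CREB, 26 (6 and 31). Ankrd28 also held 26 (4 and 29), Qk, an RNA-binding protein gene, 25 (4 and 29), the kinase gene Hipk3 23 (6 and 28), Med13l, a Mediator-associated gene, 21 (8 and 28) and Epha7 20 (6 and 24). Ncor1, a nuclear receptor corepressor gene, and the adjacent Pigl held the same 22 (10 and 33). At Crtc3 the strongest of these sites was intronic, on chromosome 7 from 80665367 to 80668522, with a fold of 18.1. Meis1, a homeobox gene of MLL leukaemia, held 10 resistant-only sites and no sensitive-only one.

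Sensitive-only sites were most frequent at Homer1, a scaffold protein gene (18 sites, 25 peaks in sensitive and 7 in resistant cells), Pcnx (17, 26 and 7), Fam49b, a regulator of actin (16, 23 and 9), and Dstn, an actin-depolymerising factor (16, 18 and 2). Coro2a, a coronin gene, held 15, Cdk6 14, Tnks, a tankyrase gene, 14, Chga 13, and the neighbours Def8 and Mc1r 14 and 12. Chga had 18 H3K27ac peaks in sensitive cells and 6 in resistant cells under IBET. In resistant cells under DMSO it had 18 with the scrambled shRNA, 10 with hairpin 1 and 17 with hairpin 2. Homer1 stayed low there, with 8, 7 and 7. Across Cdk6 the number of H3K27ac peaks was 32 in sensitive cells, 19 in resistant cells under IBET and 10 with LSD1i. The strongest sensitive-only site at Cdk6 was intronic, on chromosome 5 from 3386206 to 3387396. Tlr9 held 11 sensitive-only sites and Myb 10 sensitive-only and 7 resistant-only ones.

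In total 11383 H3K27ac sites were called only in sensitive and 13536 only in resistant cells, and 15736 and 23771 for H3K4me2. With LSD1i, 25.2% (24.4 to 26.0) of the sensitive-only H3K27ac sites were called, and 41.4% (40.5 to 42.2) of the resistant-only sites were still called. Both shares partly follow from the selection, because the sites were chosen for being absent or present under IBET. Of the H3K27ac sites gained with LSD1i, 20.4% (19.7 to 21) were called in sensitive cells, and of the lost sites 38.0% (37.2 to 38.9). For H3K4me2 20.7% of the gained sites were called in sensitive cells. In scrambled resistant cells 15.3% of the sensitive-only H3K27ac sites were called under DMSO and 17.9% with LSD1i, and 39.9% and 40.6% of the resistant-only sites.

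Irf8 binding was compared with and without LSD1i to ask where the factor is recruited. Only the library without LSD1i was labelled with IBET, so the differences below can reflect either drug. The list without LSD1i held 444 peaks and that with LSD1i 1419, of which 1251 (88.2%, 86.4 to 89.7) were called only with LSD1i. Peaks without LSD1i lay at promoters in 78.2% of cases, those with LSD1i in 30.4%. Summits called only with LSD1i held an EICE string in 39.3% (36.7 to 42.1) against 2.08% of windows 2 kb away, an ISRE string in 13.7% against 3.36% and a Pu.1 string in 11% against 1.32%. An EICE or ISRE string was 9.72 times (8.14 to 11.6) as frequent as in the flanks. Peaks of the list without LSD1i held either string in 3.83%, against 6.53% of their flanks.

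**Figure D1:**
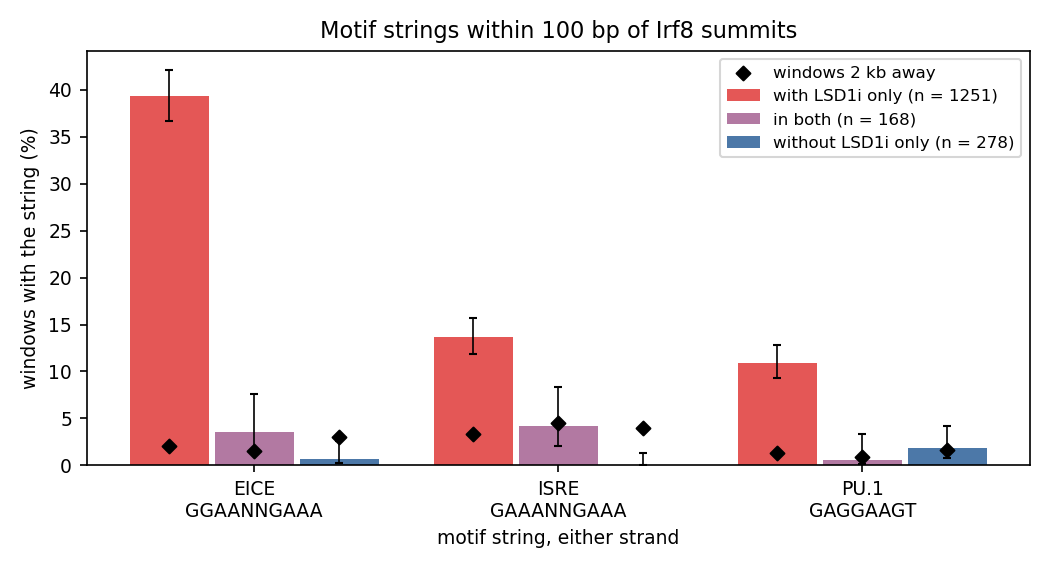
Share of Irf8 summits (bars, Wilson 95% intervals) with a fixed string within 100 bp, for peaks called only with LSD1i (n = 1251), in both (n = 168) and only without LSD1i (n = 278), with diamonds for windows 2 kb away. An EICE string was present at 39.3% of the LSD1i-only summits and 2.08% of their flanks.

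The 10 LSD1i-only Irf8 peaks with the highest q lay nearest to Tfeb, Arhgef10l, Mybph, Vmn2r97, Scgb2b26, Rnf225, Ccl6, Hdhd5, Trim30c and Sfi1. The peak in an intron of Tfeb, a transcription factor of lysosome biogenesis, on chromosome 17 from 47768698 to 47769018, had a fold of 19.4 and none of the strings. In an intron of Arhgef10l on chromosome 4, from 140566870 to 140567155, the peak held the EICE string GGAAGTGAAA at 140566998. An intronic peak of Mybph on chromosome 1 from 134196354 to 134196659 held an EICE and a Pu.1 string. An intergenic peak 44.8 kb from Scgb2b26, on chromosome 7 from 33900098 to 33900362, held the EICE string GGAACTGAAA and lay in H3K27ac and H3K4me2 peaks of the LSD1i libraries and in none of the untransduced and scrambled libraries without it. Peaks near Rnf225 and Trim30c held an ISRE string and lay in none of the histone peaks looked up, and their sequence was 100 and 62.2% repeat-masked. Of the LSD1i-only Irf8 peaks, 17% (15 to 19.1) lay in gained H3K27ac sites, 0.719% in lost and 44.7% in shared sites.

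The last comparison asked whether sites gained with LSD1i were still called when Pu.1 was targeted. Spi1 itself cannot be checked for knockdown from peaks of chromatin marks: its window held 15, 15 and 12 H3K27ac peaks with LSD1i in cells with the scrambled shRNA, hairpin 1 and hairpin 2. With LSD1i, fewer peaks were called with either hairpin than with the scrambled shRNA near Ccl6 (25, 14 and 14), Ccl9 (20, 11 and 10), Ppp1r1c (46, 22 and 27) and Tlr2 (12, 9 and 9). These genes were picked for sites gained in scrambled as well as untransduced cells, so lower counts with the hairpins are partly built in. Under DMSO the counts with the hairpins were already lower at these genes: 13, 8 and 10 near Ccl6, 11, 7 and 8 near Ccl9, 9, 1 and 5 near Ppp1r1c and 4, 2 and 3 near Tlr2, where the rise with LSD1i was much alike in all 3. Counts near Mmp8 (14, 15 and 14), Gfi1b (17, 23 and 17), Emilin2 (22, 25 and 21) and Tifab (24, 26 and 32) were not lower with both hairpins, nor were those near Pparg (11, 15 and 10). At Irf8 the counts were 20, 18 and 16 with LSD1i but 14, 5 and 6 under DMSO. No H3K27ac peak was called near Olfm3 with LSD1i in any of the 3.

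Over all gained H3K27ac sites, 46.0% (45.2 to 46.9) were called in scrambled cells with LSD1i, 45.8% (44.9 to 46.6) with hairpin 1 and 45.1% (44.2 to 45.9) with hairpin 2, against 15, 12.9 and 12.1% under DMSO. For H3K4me2 the shares with LSD1i were 54.5% (53.8 to 55.3), 50.4% (49.7 to 51.2) and 45.1% (44.3 to 45.8), against 22, 20.9 and 16.7% under DMSO. The mean deficit of both hairpins against the scrambled shRNA was 0.626 percentage points (−0.192 to 1.44) for H3K27ac and 6.77 (6.08 to 7.46) for H3K4me2. The H3K27ac value was sensitive to the definition, with 2.08 points when any peak within 1 kb counted and 3.02 with lists of equal length. At sites shared by both untransduced libraries the mean deficit was 0.0405 and 2.12 points. These deficits use the libraries with LSD1i alone. From DMSO to LSD1i the share of gained H3K27ac sites rose by 31.05 points with the scrambled shRNA. It rose by 32.87 and 32.94 with the hairpins, so the rise in the share called was not smaller. For H3K4me2 the rises were 32.55, 29.57 and 28.33 points, so part of the H3K4me2 deficit was already there under DMSO. Both hairpins were compared with the same scrambled library, so their deficits are not independent.

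Per site, the deficit was larger at the few gained sites that held an Irf8 peak of the LSD1i list, a split chosen after seeing the data. Of 229 such H3K27ac sites, 87.8% (82.9 to 91.4) were called in scrambled cells with LSD1i, 46.3% (39.9 to 52.8) with hairpin 1 and 59.0% (52.5 to 65.1) with hairpin 2, against 6.99, 1.31 and 0.873% under DMSO. The 247 such H3K4me2 sites were called in 91.9%, 58.3% and 66.0%. Mean deficits were 35.2 points (29.2 to 41.1) and 29.8 points (24.4 to 35.1). At gained sites without an Irf8 peak they were 0.0475 (−0.774 to 0.869) for H3K27ac and 6.43 (5.74 to 7.12) for H3K4me2. The Irf8 peak next to Ccl6, intergenic on chromosome 11 from 83595799 to 83596051, lay in H3K27ac and H3K4me2 peaks of untransduced and scrambled cells with LSD1i, and in neither mark with either hairpin. It held none of the strings. The Irf8 peak near Scgb2b26, which held an EICE string and also lay in a gained H3K27ac site, lay in peaks of both marks with both hairpins under LSD1i.

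**Figure D2:**
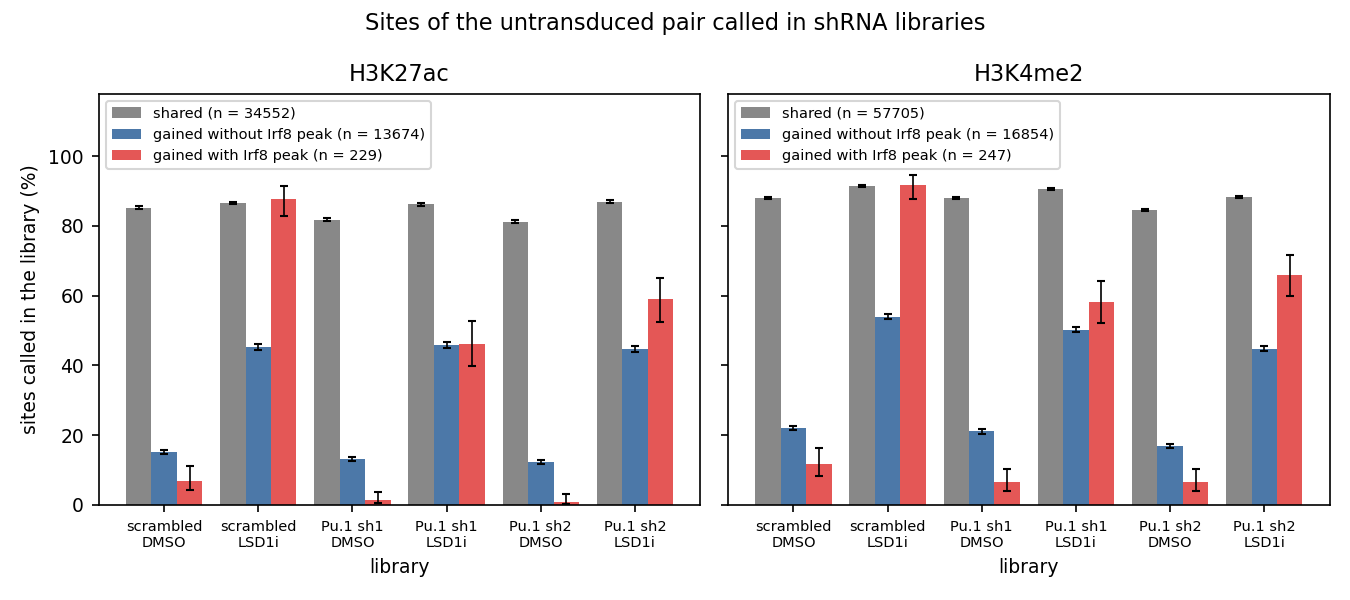
Share of untransduced sites called in each shRNA library (percent, Wilson 95% intervals), for sites shared by both untransduced libraries (grey), gained sites without an Irf8 peak (blue) and gained sites with an Irf8 peak (red). For H3K27ac the red bars stand at 87.8% for the scrambled shRNA with LSD1i and at 46.3 and 59.0% for the hairpins.

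**Figure D3:**
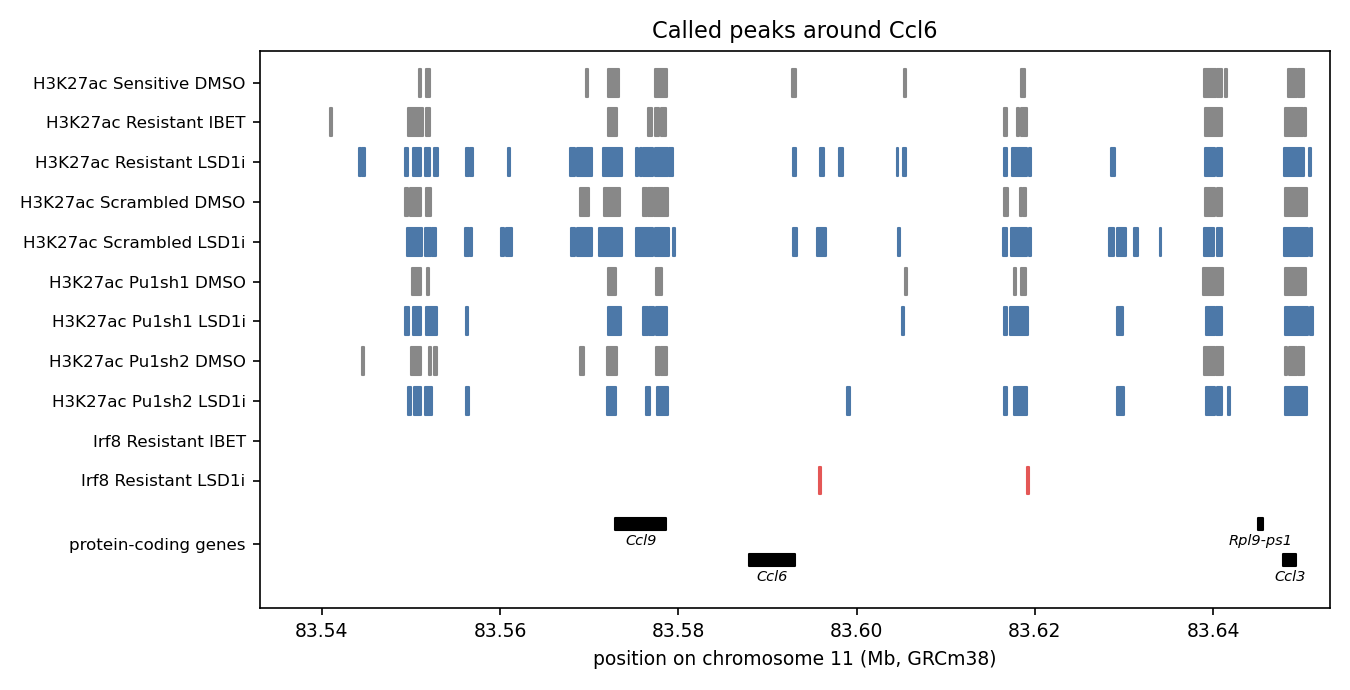
Called peaks in a window of 120 kb around Ccl6 on chromosome 11 (position in Mb, GRCm38), with 1 line per library; blue marks H3K27ac with LSD1i, grey H3K27ac without it, red Irf8 and black protein-coding genes. The Irf8 peak from 83595799 to 83596051 coincides with H3K27ac peaks of untransduced and scrambled cells with LSD1i and of neither hairpin.

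The number of peaks was last compared over the 4 LSD1i pairs of each mark. H3K27ac lists were longer with LSD1i in 4 of 4 pairs, by a mean of 4729 peaks (SD 2511, n = 4, exact two-sided sign-flip permutation p = 0.13, the smallest that 4 pairs allow). H3K4me2 lists were longer in 3 of 4 pairs, by a mean of 6207 peaks (SD 4402, n = 4, exact p = 0.25). Neither difference can be called significant with this design.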

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

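The test of depth in this part was chosen after the result was seen. For the marks below, the untransduced pair changed one way with LSD1i and each of the 3 shRNA pairs the other way; the differences between pairs were not tested. The length covered by H3K27ac peaks changed by −0.862 Mb in untransduced cells, and by 3.22, 5.60 and 5.78 Mb with the scrambled shRNA, hairpin 1 and hairpin 2. The number of H3K4me2 peaks changed by −148, and by 9552, 6707 and 8716. Their covered length changed by −9.11 Mb, and by 8.24, 6.69 and 6.82 Mb. H3K4me2 peaks with −log10 q of at least 5 changed by −2663, and by 6270, 4052 and 2205.

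The opposite change in H3K4me2 may come from the lower depth of the untransduced LSD1i library, which had 0.823 times the reads per kb of its partner, whereas the shRNA libraries had been scaled to 1 depth, from ratios of 0.929 with the scrambled shRNA, 1.32 with hairpin 1 and 1.73 with hairpin 2. If so, the sites lost there should be called about as often with as without LSD1i in shRNA cells, and a bound of 0.9 was set. The share called with LSD1i was 0.941 times (0.914 to 0.969) the share under DMSO with the scrambled shRNA, 0.891 (0.866 to 0.917) with hairpin 1 and 0.914 (0.887 to 0.943) with hairpin 2, while at shared sites the ratios were 1.04, 1.03 and 1.04. Depth therefore stays open, and some relative loss remains in each pair. Also open, and untested, are the different baselines, IBET in untransduced and DMSO in shRNA cells.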

How the results depend on the processing

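The alternatives that restrict gained sites to those holding an Irf8 peak, shorten the Irf8 list or remove repeats were chosen after the result was seen. Of 246 alternative values for 47 results, 174 stayed within 1.5 times the count or inside the interval, 71 moved further and 1 reversed. Gene lists supplied at least 130 of these values, and at least 114 of those that stayed. Intervals of short gene lists are wide, so staying inside one is a weak check. A reversal was counted only where the first value had lain outside the 95% range of random lists, or its interval had excluded 0. Without that condition 17 values changed sign, 16 of them for gene lists, among them IBET repressed genes with gained sites (−1.65 at first, 14.1 and 3.07 in 2 alternatives) and housekeeping genes with lost sites (7.14 at first, −14.3 with repeated sites), so a value that stayed or moved need not have kept its direction. Site counts lay between 0.245 and 1.20 times their value, and 39 of 72 stayed within 1.5 times. The mean changes in peak number kept their direction: with peaks of −log10 q of at least 5 they were 3331 for H3K27ac and 2466 for H3K4me2, and for covered length 3.43 and 3.16 Mb. The caller's threshold and the depth of the untransduced libraries limit how weak a peak can be called, and most of the counts that moved fell because fewer or merged peaks were counted.

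With −log10 q of at least 5 in the list holding the site, there were 7349 gained H3K27ac sites (2149 repeated), 6330 lost (818 repeated), 6445 gained H3K4me2 sites (1978 repeated) and 8889 lost (603 repeated). There were 6009 sensitive-only and 7087 resistant-only H3K27ac sites, and 5143 and 10019 for H3K4me2. The mean Pu.1 deficit was 2.95 points for H3K27ac and 9.05 for H3K4me2. With that threshold in both lists there were 9268 gained H3K27ac sites, 1590 repeated lost H3K27ac sites, 10108 gained H3K4me2 sites (3413 repeated), 8589 sensitive-only H3K4me2 sites, a deficit of 9.96 points for H3K4me2 and 49.0% of the Irf8 peaks called again.

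Counting any peak within 1 kb as shared left 8077 lost H3K27ac sites (1503 repeated), 13918 lost H3K4me2 sites, 6948 sensitive-only and 8862 resistant-only H3K27ac sites and 9366 sensitive-only H3K4me2 sites, with deficits of 2.08 and 7.65 points. Merging peaks within 1 kb left 7387 gained H3K27ac sites (2469 repeated), 5959 lost (1292 repeated), 11246 gained and 12179 lost H3K4me2 sites, 5363 sensitive-only and 6735 resistant-only H3K27ac sites, and 8751 and 14275 for H3K4me2. An overlap of 50% of the shorter peak gave a deficit of 5.57 points for H3K4me2. Lists of equal length gave 3.02 points for H3K27ac and 4.25 for H3K4me2. For H3K4me2, hairpin 1 alone gave 4.09 and hairpin 2 alone 9.45. Gained sites not called in sensitive cells gave 2.998 and 7.91 points for H3K27ac and H3K4me2, and those holding an Irf8 peak 35.2 and 29.8.

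For Irf8, the EICE or ISRE ratio of 9.72 was 17.3 with windows of 50 bp and 5.59 with 200 bp. Keeping as many of the top LSD1i peaks as there were without it left 353 LSD1i-only peaks, and 20.3% of the peaks without LSD1i were called again. With peaks under 50% repeat-masked 32.7% were called again.

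For gene lists, given as points above the random median, leaving out the matching on peaks gave for gained sites 45.5 for granulocyte and monocyte maturation, 21.1 for antigen presentation and 14.1 for IBET repressed genes. For lost sites it gave 24.2, 31.6 and 23.3 for these, 42.9 for housekeeping genes, 34.6 for myeloid transcription factors, 23.1 for stem cell and MLL leukaemia genes and −20.0 for genes not used in blood. Windows of 10 kb gave for gained sites 45.5 for maturation, 21.1 for antigen presentation and 3.07 for IBET repressed genes. Windows of 100 kb gave 18.2 for maturation and 9.52 for interferon response. Within 10 and 100 kb, stem cell and MLL leukaemia genes stood at 7.69 and 11.5 (percentiles 82.6 and 92.4). Interferon response stood at percentiles 95.4 and 86.6. For both lists these values lay inside the 95% range of random lists, interferon response within 10 kb at its upper end. The Wnt list stood at percentiles 96.2 and 99.1. With repeated sites alone, stem cell and MLL leukaemia genes stood at −7.69 for gained sites, which lay inside the range of random lists although it was the value counted as reversed, interferon response fell to 4.76, and housekeeping genes stood at −14.3 for lost sites. With gained sites of −log10 q of at least 5 the Wnt list stood at 0. The cause of these shifts was not tested.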

Other observations

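Of the tests in this part, those of read depth, of immunoprecipitation without LSD1i and of the Pu.1 hairpins, with the Irf8 split, were chosen after the result was seen.

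Near Snx13 the 6 shRNA libraries held 25 to 30 H3K27ac peaks, near Hipk3 23 to 30 and near Crtc3 17 to 27, counts that do not show whether these were the resistant-only sites. Near Olfm3 they held 12, 14 and 7 under DMSO and 0 in each library with LSD1i. Near Nkx2-1, a homeobox gene of lung and thyroid, H3K27ac peaks went from 0 to 6 in the untransduced pair and from 0 to 3 in each shRNA pair, the strongest on chromosome 12 from 56501586 to 56503010. The region on chromosome 9 from 2999854 to 3038439, treated here as satellite sequence, held a histone peak in 12 of 12 shRNA libraries. It held one in 0 of 6 untransduced libraries. The widest such peak spanned 38586 bp with a fold of 74.4. The Irf8 lists held 4 peaks there without LSD1i and 7 with it. Whether blacklisted regions were removed alike in both experiments was not tested, so this difference is not read as a biological one. An Irf8 peak chosen after its values were seen, 20.0 kb from the TSS of the lysosomal protease gene Ctsh (chromosome 9, 90034049 to 90034317), lay in H3K27ac peaks of untransduced and scrambled cells with LSD1i and in none with either hairpin, but held none of the strings.

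More Irf8 peaks were called with LSD1i, in a library 1.19 times as deep. Depth alone is argued against by the 37.4% (33.0 to 42.0) of peaks without LSD1i that were called again, although 92 of the top 100 were, and signal at open promoters lacking Irf8 motifs by the EICE or ISRE ratio of 9.72. Still open is a weak immunoprecipitation without LSD1i, since the peaks of that list held either string 0.586 times (0.346 to 0.994) as often as their flanks, although within 50 bp of the summit the ratio was 1.09 (0.545 to 2.18). Also open, and untested, is the difference in IBET, since only the Irf8 library without LSD1i was labelled with it. A gain of Irf8 binding after Lsd1 inhibition is a hypothesis. With 1 library per group, these peaks alone cannot separate it from a weak immunoprecipitation or from the difference in IBET. The paper reports from other data that LSD1i displaced Lsd1 from the Irf8 locus and markedly raised Irf8 protein. More Irf8 protein would go with a gain of binding, but protein cannot be read from the peaks used here.

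Fewer gained H3K4me2 sites were called with the Pu.1 hairpins. Part of this was already there under DMSO, with 22, 20.9 and 16.7% for the scrambled shRNA, hairpin 1 and hairpin 2. A general weakness of the hairpin libraries stays open. The excess over shared sites of like strength was 3.02 points (2.09 to 3.96) for the hairpin with the smaller excess. But H3K27ac, with a mean deficit of 0.626 points before that comparison, gave 2.09 and 2.75. H3K4me2 sites lost with LSD1i were called less often too, by 1.06 and 5.20 points. For H3K27ac, however, the hairpin libraries called shared sites of like strength more often, with deficits of −1.81 and −1.78 points. Lost H3K27ac sites were also called more often, with −3.90 and −3.87. These values go against a weakness of the H3K27ac hairpin libraries and do not bear on the H3K4me2 ones. Fewer peaks account for part at most. At equal scaled depth the hairpin 1 list had 0.960 and the hairpin 2 list 0.955 times the peaks of the scrambled list. Lists of equal length left 4.25 of 6.77 points. The hairpin lists also covered less, 54.8 Mb with hairpin 1 and 49.6 Mb with hairpin 2 against 56.2 Mb. Peaks with −log10 q of at least 5 numbered 54020 and 52039 against 57898. Whether these shortfalls account for part of the deficit was not tested. At gained sites with an Irf8 peak the excess over sites of like strength without one was 16.6 points (10.7 to 22.5) for the hairpin with the smaller excess, although the sites without one were called in 70.2% of cases in scrambled cells with LSD1i and those with one in 91.9%. These sites may depend on Pu.1, while effects of the shared scrambled library stay open.

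A hypothesis fixed beforehand was that gained H3K27ac sites hold Pu.1 and Irf strings. The Pu.1 string was 1.83 times (1.65 to 2.03) as frequent per kb as in the flanks and the reversed string 0.980 times (0.867 to 1.11), which argues against base composition. Lost and shared H3K27ac sites had ratios of 1.67 (1.49 to 1.88) and 1.65 (1.58 to 1.72), but at lost sites the reversed string was enriched too, 1.25 (1.10 to 1.42), and repeated sites gave 1.965 (1.69 to 2.28) for gained and 1.65 (1.303 to 2.10) for lost ones, so whether the string sets gained sites apart stays open. For H3K4me2 the Pu.1 ratio was 2.70 (2.46 to 2.95) at gained against 1.94 (1.77 to 2.12) at lost and 1.84 (1.77 to 1.92) at shared sites. Repeated H3K4me2 sites gave 2.924 (2.533 to 3.375) for gained and 2.169 (1.689 to 2.786) for lost ones. These 2 intervals overlap, which does not show that the ratios are equal. The EICE string was enriched at gained H3K27ac sites, 1.15 (1.05 to 1.25), more so at repeated ones, 1.35 (1.19 to 1.52), and not at lost, 0.854 (0.770 to 0.946), repeated lost, 0.942 (0.765 to 1.16), or shared ones, 0.953 (0.916 to 0.991). The ISRE string was not enriched at gained H3K27ac sites (0.882). At gained H3K4me2 sites it was, 1.18 (1.091 to 1.275), but lost H3K4me2 sites were much alike, 1.173 (1.101 to 1.249). The EICE string was also enriched at gained H3K4me2 sites, 1.274 (1.173 to 1.383), and at repeated ones, 1.47 (1.303 to 1.659). It was not at lost, 0.9525 (0.8807 to 1.03), repeated lost, 0.8127 (0.6457 to 1.023), or shared ones, 0.9315 (0.8986 to 0.9655).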
